# Cooperative care influences genome-wide levels of DNA methylation in nestling chestnut-crowned babblers

**DOI:** 10.1098/rstb.2025.0014

**Published:** 2026-07-23

**Authors:** Andrea L. Liebl, Susan C. Anderson, Andrew F. Russell, Jeff S. Wesner, Jason L. Petersen

**Keywords:** carers, cooperative breeding, early life, epigenetics, developmental environment, helpers

## Abstract

Carers in cooperatively breeding vertebrates increase food acquisition for offspring; however, they also impact the developmental social environment. One means of linking early-life environments, such as nutrition and social structure, with later-life phenotypes is DNA methylation. Here, using whole-genome methylation sequencing, we measured how additional carers influence DNA methylation in nestlings of the cooperatively breeding chestnut-crowned babbler (*Pomatostomus ruficeps*). A comparison of nestlings raised by their parents (two carers) and those raised by parents plus additional helpers (‘three plus’ carers; mean = 4.3 ± 1.4 s.d.) revealed that additional care is associated with genome-wide differences in DNA methylation. Overall, 570 cytosine-phosphate-guanine sites from the regulatory regions of 487 genes were differentially methylated, with 85% being more methylated in nestlings reared by groups. Specifially, sites associated with genes that are integral for metabolism, growth, the regulation and promotion of sociality, the ability to cope with stressors, and cell communication were differentially methylated between the groups. Furthermore, gene ontology-term analysis revealed that differentially methylated sites were over-represented in multiple pathways, including those important for protein binding, metabolism and cell-to-cell and environment-to-cell communication. Our results suggest that the effects of being reared by groups as opposed to pairs in cooperative breeders can extend beyond those typically attributed to nutritional benefits and that these effects are molecularly mediated.

This article is part of the theme issue ‘Ecological epigenetics at the intersection of behaviour and life history variation in non-model animals’.

## 1. Introduction

Understanding the evolution of cooperative breeding requires an understanding of the downstream effects that helpers have on recipient offspring. Research has demonstrated that helpers not only impact offspring survival before independence by providing additional food during development [1] but also their survival, dispersal, and breeding probabilities post-independence [2–5]. The mechanism mediating such post-independence effects is typically suggested to be the result of long-term benefits of increased food, leading to better body condition later in life. For example, in cooperatively breeding long-tailed tits (*Aegithalos caudatus*), offspring reared by more helpers are heavier at fledging and are more likely to survive to the following year [4]. Similarly, in meerkats (*Suricata suricatta*), changing the ratio of offspring to adults influences offspring weight gain; supplemental feeding confirms the importance of food for long-term survival [2] as well as the probabilities of dispersal and reproduction as an adult [3]. However, although increased survival is often assumed to be a result of provisioning, the direct impact of helpers is not always clear: in addition to nutritional benefits, each provisioning effort also results in, by definition, a social interaction between offspring and the provisioning adult. Thus, having adult carers at the nest also provides additional information, such as group size and social structure, to developing nestlings about the social interactions they will experience following independence. Processing such information (e.g. through provisioning visits or recognition of individual calls [6,7] is likely to be beneficial postfledging, as it has implications for how individuals respond physiologically and behaviourally to social interactions. However, we know little about how social information is transmitted to offspring during development among cooperative breeders. Addressing this shortcoming will provide a more holistic picture of the effect of helpers on offspring and the underlying mechanisms that are influenced by differences in adult care. This will provide new insights into long-standing questions regarding the evolution and within-lifetime development of cooperative versus reproductive behaviour.

In addition to nutritional effects, social environments during rearing can also impact social behaviours and the ability to cope with stressors later in life [8–10]. For instance, jumping spiders (*Marpissa muscosa*) reared in social groups performed better in subsequent associative learning and social tasks than those reared alone [11]. Similarly, offspring of the cooperative cichlid (*Neolamprologus pulcher*) raised in more complex social groups with older siblings show greater social competence across a range of social situations later in life [9,12,13]. In coping with stressors, the presence of helpers is associated with greater capacity to mount and regulate stress responses in postweaned offspring of alpine marmots (*Marmota marmota*) [14]. Furthermore, increased socialization in developing white-faced marmosets (*Callithrix geoffryoi*) leads to decreased basal glucocorticoids later in life [15]. Although some of these results may not be independent of nutrition, they suggest that developmental social environments, including the presence of helpers, probably have additional impacts on traits that contribute to offspring success later in life.

One molecular mechanism that is expected to mediate connections between early-life social environments and later-life phenotypes is epigenetics, particularly DNA methylation. Many epigenetic changes are derived from interactions between the environment and the genome, allowing exposure to a single environment to induce an epigenetic change that can dictate a phenotypic trajectory throughout life [16–21]. As such, it is expected that epigenetic changes respond to differences in the environment as a mechanism to ‘prime’ phenotypes to the environment. Importantly, early-life social environments influence DNA methylation, including genes linked to growth, metabolism, the regulation and promotion of sociality, and the stress response. For example, one classic example of the effects of early-life environments on epigenetically derived phenotypes is related to maternal care in rats. Specifically, low levels of maternal care lead to an increase in DNA methylation of particular loci in the promoter of offspring glucocorticoid receptors (*NR3C1*), which results in reduced regulation of the hypothalamic–pituitary–adrenal (HPA) axis and a reduced capacity to cope with stressors, increased anxiety, and reduced parental care in adult offspring [20]. In addition, reduced maternal care has been linked to variation in the DNA methylation of genes important for regulating and promoting social behaviour, such as *BDNF* and the oxytocin receptor, in humans and in rats [22,23]. Finally, increased maternal care and social connectedness in juvenile spotted hyenas (*Crocuta crocuta*) were related to global changes in DNA methylation that corresponded with lower faecal glucocorticoid metabolite concentrations [24]. Nevertheless, it is currently unclear whether being reared by additional carers in cooperative breeding systems influences epigenetic marks and, if so, which pathways are affected.

To assess how the presence of helpers influences offspring DNA methylation during development, we used natural variation in carer number in conjunction with a cross-fostering experiment in the cooperatively breeding chestnut-crowned babbler (*Pomatostomus ruficeps*). Chestnut-crowned babblers are a 50 g passerine endemic to arid and semi-arid southeastern Australia. This non-territorial bird breeds in pairs and cooperative groups with varying numbers of helpers (typically male and often related to one or both of the parents) who care for offspring by provisioning [25]. In this species, helpers augment the rate at which nestlings receive food during development in a largely additive manner such that nestlings with more helpers receive more food during the developmental period [26,27]. Increased food delivery has positive effects on nestling survival until fledging (approximately 24 days post-hatching) [28–30], indicating that helpers add nutritional benefits for offspring as they do in other species (see above). In addition to increased food, however, chestnut-crowned babbler social group size also has implications for predator avoidance [31], foraging strategy [32], and metabolism [33]; thus, other factors related to helpers may influence molecular signals derived during development and subsequent phenotypes. Following breeding, breeding units join larger social groups of 3–27 adults (mean = 11) during the non-breeding season [34]. Although the tendency for breeding units to coalesce postbreeding means that breeding unit size is not a direct representation of social group size after fledging, breeding group size during development strongly predicts relatedness and genetic structure, which dictates the competitive-cooperative landscape in groups for fledglings [35,36]. Previous work in this system has indicated that epigenetic markers derived before fledging are associated with subsequent dispersal decisions, indicating links among the rearing environment, epigenetic patterns, and post-developmental behaviour [37].

Here, using a cross-fostering study to control for genetic effects, we investigated how the presence of helpers influenced whole-genome DNA methylation of erythrocytes before fledging (approximately 16 days). Given the ability of DNA methylation to prime phenotypes, we predicted that the number of carers at the nest would influence methylation throughout the genome, particularly in the functional regions of genes related to metabolism, growth, stress resistance, and the regulation and promotion of sociality. First, we confirmed the differences in provisioning between nestlings reared by pairs or groups. Second, we identified differences in DNA methylation between nestlings reared by pairs and those reared by cooperative groups, specifically, describing the number and location of differentially methylated cytosine-phosphate-guanine (CpG) sites throughout the genome. Furthermore, we identified the genomic region and closest gene to assess whether differentially methylated sites (DMS) were present in genes associated with early nutritional and social environments. In doing so, our aim was not to quantify the number of genes related to a given function, since the impacts of methylation vary depending on where that site is found in relation to the gene, but rather to elucidate whether only nutrition-related genes were affected or whether genes linked with regulating and promoting sociality and stress regulation might also be impacted by the developmental social environment. Any such effects would have significant implications for understanding how cooperative behaviours develop within individuals over time and the fitness benefits of helping.

## 2. Material and methods

### (a) Field collections

Chestnut-crowned babblers were studied during the 2014 and 2015 breeding seasons at Fowlers Gap Research Station in far western New South Wales, Australia. Information on the study population, climate, and habitat is provided elsewhere [32,34]. Active breeding nests were identified using behavioural observations and nesting calls [38]. To determine the number of carers provisioning (and therefore visiting) young in each group, we used observations and a passive integrated transponder (PIT) tag system previously validated in this system [27,39]. More than 90% of the population is implanted subcutaneously with PIT tags, either as nestlings or as adult immigrants during their first capture. PIT tags contain a unique alphanumeric code that is recorded along with the date and time when the birds pass through a copper coil antenna connected to an LID-650 PIT tag reader (Trovan Ltd., UK). Since the antenna is attached to the entrance of their enclosed, dome-shaped nests, birds must pass through it to access the nestlings. Previous research, combining the decoder system with internal nest cameras, indicates that male carers seldom enter the nest without food (approximately 5% of entrances) and rarely fail to feed young (approximately 2.5% of the time); thus, nest visits are equivalent to provisioning events for all individuals in a group besides the breeding female, who also enters the nest to brood nestlings [40]. We can discern breeding females by both brood patches on capture and nest entrance behaviour during incubation (which is also determined using PIT tags and PIT tag readers). In addition to the breeding female, adults who entered the nest at least three times per hour across at least three days of the nestling period were considered carers (but not distinguished for breeding status or relatedness). Only nests where all adults in the breeding unit were fitted with a PIT tag and were monitored throughout nestling development were included here.

To measure chicks at hatching (see below), we removed the eggs from the nest in the latter half of the incubation period, replaced them with model eggs, and artificially incubated the eggs in a rocking incubator (Brinsea Octogon 20) at 37.5°C and 42–45% humidity until hatching. Within an hour of hatching, the chicks were weighed, their toenails were clipped for individual identification, and the chicks were returned to a nest in the field. To eliminate the effect of genetics, the nestlings were either returned to their own nest (natal) or to an unrelated nest (cross-fostered). After approximately 10 days, the chicks were ringed with a metal ring before the toenail clip grew out. At approximately 16 days (mean age = 15.8 ± 1.6 days (s.d.)), we briefly removed chicks from the nest to obtain a blood sample from a brachial vein puncture (approximately 25 µl), collected the mass, and added colour rings and a PIT tag before they were returned to the nest to fledge naturally (approximately 21 days). In total, we sampled 28 offspring from 22 broods; specifically, we used nine offspring provisioned by just their parents (five in cross-fostered, unrelated nests and four in natal nests) and 19 offspring provisioned by their parents plus additional helpers (i.e. groups; mean number of carers = 4.3 ± 1.4; seven in cross-fostered, unrelated nests and 12 in natal nests; supplementary material, table S1). Brood sizes and hatch dates among the two groups were similar (pairs: brood size 3.4 ± 1.2 (s.d.) and hatch date 1 September ± 19.9 days (s.d.); groups: brood size 3.9 ± 0.9 (s.d.) and hatch date 9 September ± 25.8 days (s.d.); supplementary material, table S1).

### (b) Molecular methods and bioinformatics

Blood samples were stored in 95% ethanol at room temperature until DNA extraction. DNA was extracted using a DNeasy (Qiagen) extraction kit according to the manufacturer's instructions. We generated converted libraries using NEBNext Enzymatic Methyl-seq (New England Biolabs), which converts unmethylated cytosines to uracils. Although bisulfite treatment has been the gold standard for analysing DNA methylation, bisulfite conversion damages DNA, whereas enzymatic conversion minimizes the damage and produces higher-quality libraries [41,42]. We performed whole-genome sequencing at a 30× depth using NovaSeq (Illumina), resulting in 18 124 698 sites across all the individuals (*n* = 28).

From the original sequencing data, we trimmed the adaptor sequences, removed low-quality sequence ends, and overlapped paired-end reads using default parameters in HTStream [43]. Paired and cleaned reads were mapped to the chestnut-crowned babbler genome [44] with an average mapping efficiency of 73% (range = 38–82%), and methylation at CpG sites was identified using Bismark [45] with the destranding option (i.e. to collapse across both strands into a single value). All sites with low coverage (less than 10×) were removed; furthermore, we removed sites with coverage in the 99.9th percentile per individual to avoid possible polymerase chain reaction bias. The proportion of DNA methylation per site was determined by dividing the number of methylated reads by the sum of methylated and non-methylated reads. Sites not present in at least 60% of both treatments (i.e. two carers and groups) were removed. CpG sites with less than 10% variation across all samples were removed to increase computational efficiency. After filtering, 1 564 780 CpG sites remained for analysis.

### (c) Data analysis of field data

The number of carers provisioning each brood was categorized as either a pair or as a cooperative group (‘three plus’ carers). To ensure that differences in the provisioning rates between pairs and groups existed, as predicted by previous work [26–28], we analysed PIT tag data from all adults at each nest (*n* = 22) after the nestlings were 10 days old. Specifically, we used a general linear mixed model (GLM) to test for the effect of the number of carers (pair versus three plus) on the number of total visits per hour to each nest; age in days of the nestling was used as a cofactor, and brood identity was used as a random effect. Additionally, we analysed the effect of carers on nestling size using GLMs in two ways. First, we tested the effect of carer number (two versus three plus) on the mass of all the nestlings (*n* = 28) on the day of sampling; brood identity was used as a random effect and cross-fostering status and age were used as cofactors to control for the fact that not all the nestlings were in natal nests or were measured at the same age, respectively. Second, we analysed the effect of carers on mass gain by subtracting the mass at hatching from the mass at the time of sampling and dividing by age in days to determine the number of grams gained per day (*n* = 26; two individuals were removed because the mass at hatching was not recorded); cross-fostering status was included as a cofactor, and brood identity was used as a random effect. GLMs were generated using lme4 [46] and lmerTest [47] in R v. 4.5.1 [48].

### (d) Data analysis of methylation

Generalized linear mixed models with a beta likelihood were used to analyse the effect of carers on the proportion of DNA methylation at each CpG site; brood identity was used as a random effect, and age in days (to account for the fact that not all individuals were measured at the same age) and cross-fostered status were used as covariates. CpG sites were considered differentially methylated (and thus associated with the number of carers present) if they passed two post hoc filters. First, only sites with a false discovery rate (FDR)-corrected *p*-value of 0.01 or less were considered significant [49]; second, to be considered biologically meaningful, sites also needed to pass an effect-size filter where the difference in the model-predicted means between the two groups was at least 25% [50]. Analyses were performed using glmmTMB [51] in R v. 4.5.1 [48]. 

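The inflation factor was recomputed from the deposited percentages as the median of the chi-square values of the carer p-values divided by the median of the chi-square distribution with 1 degree of freedom. With a beta regression on carer class and age, and the natal group code as a random intercept, lambda was 1.17 over the 1559857 CpG sites at which the model could be fitted. Without the natal group lambda was also 1.17, over all 1564780 sites. It was 1.01 with limma on the logit values and 1.29 with 1 nestling drawn per natal group.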

To ensure that the models were not overinflated, we calculated the lambda for genomic inflation by comparing the Chi-square distributions of the *p*-values [52]; here, *λ* = 1.29, which is below the range of 1.33–1.72 typically seen in genome-wide methylation studies [53].

DMSs were annotated to the chestnut-crowned babbler reference genome (NCBI accession: GCA_013400735.1). Specifically, the CpG site coordinates were converted to Granges objects in R and overlapped with the annotation using the GenomicRanges package [54]. In addition, we defined the genomic location of each CpG site as follows: the transcription start site (TSS; 300 bp upstream to 50 bp downstream of the annotated gene start site), the promoter region (2000 bp upstream to 200 bp downstream of the annotated start site), the gene body, and the 5′ or 3′ untranslated region (5′UTR and 3′UTR, respectively; 10 000 bp in either direction of the gene body). To determine whether any of the DMSs were over-represented in or near genes involved in biological pathways, we used two approaches. First, because the presence of multiple DMSs in close proximity to one another may be indicative of increased functional regulation of genes [55], we also identified differentially methylated regions (DMRs), defined as three or more carer-linked CpG sites within a 2 kb window using the dmrff package [56] in R [48]; although smaller windows are often used with reduced representation data, larger windows (i.e. between 500 and 2000 bp) are recommended for genome-wide studies [57,58]. Second, sites found in the TSS, promoter, gene body, and UTRs (i.e. CpG sites located in intergenic DNA were removed from functional interpretation) were used in a gene ontology (GO) analysis using g:Profiler with humans as a reference [59]. GO terms with an FDR less than 0.05 were considered significantly over-represented.

## 3. Results

As expected, differences existed in the social and nutritional environments of the nestlings raised by pairs and those raised by groups. Nestlings raised by groups were visited and provisioned at the nest more often than nestlings raised by pairs (*t* = 2.18, *p* = 0.037; estimate = 4.5 ± 2.1; figure 1). Despite this, neither metric of nestling size differed between the two groups: neither the mass of the last sample (*t*_1,24_ = 0.29, *p* = 0.77) nor the grams gained per day (*t*_1,16.9_ = −0.28, *p* = 0.79; figure 2) differed between the nestlings raised by pairs or groups. 

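Age, hatching mass and a growth rate were read from the deposited table for the sampled nestlings. The growth rate was deposited without a unit. Taken as the base 10 logarithm of the mass at sampling over the mass at hatching, divided by age, it gave a mass for the 22 nestlings that had a hatching mass, and 21 of these masses lay within 0.01 g of a multiple of 0.5 g. This reading of the column was chosen after seeing the data. From these masses, nestlings raised by groups gained 2.412 ± 0.185 g per day (SD, n = 15) and nestlings raised by pairs 2.399 ± 0.202 g per day (SD, n = 7), a difference smaller than the spread between nestlings (two-sided permutation test, p = 0.881). The mass at sampling was 41.3 ± 3.42 g in groups (SD, n = 15) and 39.4 ± 2.82 g in pairs (SD, n = 7; two-sided permutation test, p = 0.228). The growth rate as deposited, over 27 nestlings, did not differ between groups and pairs either (two-sided permutation test, p = 0.253). The paper analysed the mass of all 28 nestlings and the daily gain of 26, with brood identity and cross-fostering status in the model, which were not used here.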

Cross-fostering status did not predict any of the results (*p* > 0.6), but age, unsurprisingly, did predict the mass at last sampling (*p* = 0.012; supplementary material).

**Figure 1.**
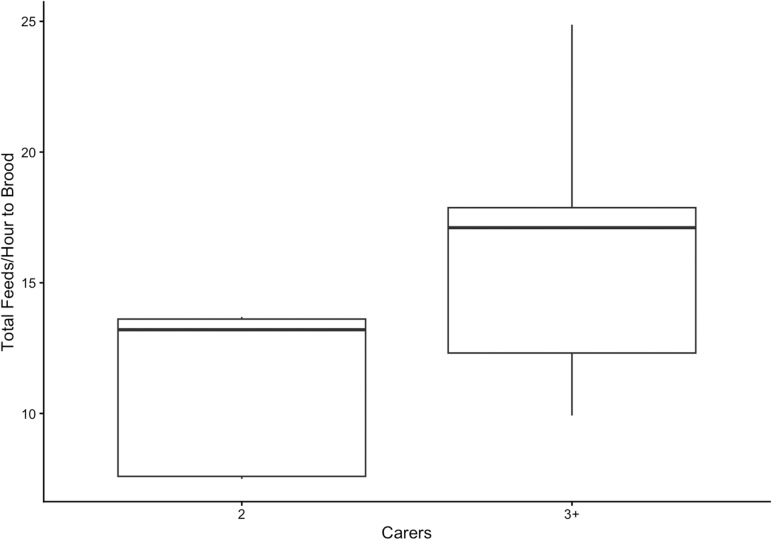
Differences in feeds per hour between nestlings raised by a pair and those raised by a group (three plus (3+)). For each group, the box represents the full interquartile range, with the middle line showing the data median.

**Figure 2.**
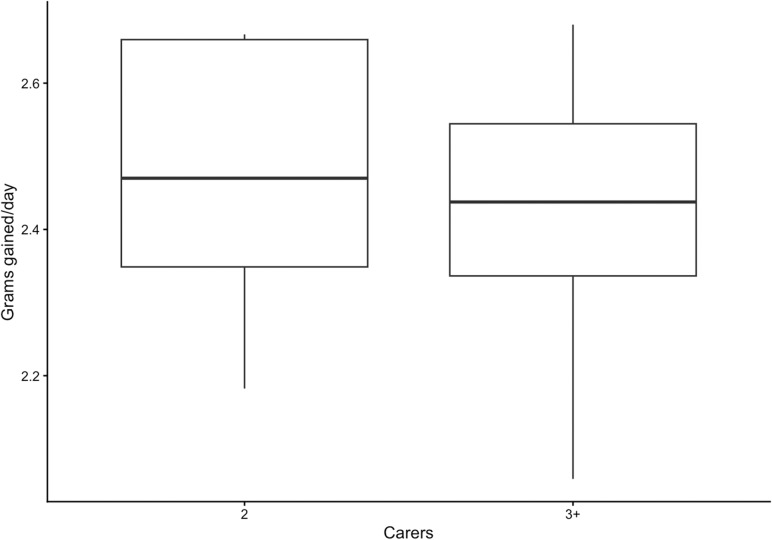
Differences in mass gained per day (g) in nestlings raised by a pair and those raised by a group (three plus (3+)) throughout the nestling developmental period. For each group, the box represents the full interquartile range, with the middle line showing the data median. Like mass gain (here), size at the time of the last sampling did not differ between the nestlings raised by pairs and those raised by groups (data not shown).

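Whole-genome enzymatic methyl sequencing, in which unmethylated cytosines are converted enzymatically before sequencing, was applied to blood from 19 nestlings raised by groups and 9 raised by pairs. The authors mapped the reads with Bismark, filtered the CpG sites as described in the methods, and deposited the percentage of methylated reads per site and nestling. The deposited table held 33225279 values at 1564780 sites on 22694 scaffolds, with a value in 18 or more nestlings at each site (median 21). Values of exactly 100% made up 30.2% of the table. Sites with a value per nestling ranged from 629681 to 1496607 in groups (median 1231576) and from 813513 to 1479067 in pairs (median 1291891). Methylated and unmethylated reads were filled in for 1 nestling only. For the other 27 the coverage column was not the denominator of the percentage, but coverage and percentage together resolved into whole numbers of reads at 100% of values if coverage was taken as 2 times the methylated reads plus the unmethylated reads, with each of these terms counted only from 10 upwards. With the coverage shuffled between sites, 13.8 to 28.2% of the values below 100% resolved in this way. On this reading, which was chosen after seeing the data, the median number of reads behind a value ranged from 7 to 13 per nestling in groups and from 8 to 12 in pairs, and between 22.3 and 87.4% of the values of these 27 nestlings rested on fewer than 10 reads. The paper states a sequencing depth of 30. Each site was fitted by a beta regression on carer class and age. The brood and the cross-fostering status of the nestlings were not used here, and the natal group code, with 19 codes where the paper has 22 broods, was entered as the random intercept in place of brood. It is not the brood itself, since 1 natal group had nestlings in both carer classes.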

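With the natal group as random intercept, 297 sites had an adjusted p of at most 0.01 (Wald test of the carer term, Benjamini-Hochberg adjustment) and model-predicted means at least 25 percentage points apart. Without the natal group, 25 sites passed both filters, of which 23 were among the 297. The fits of all 297 sites converged in glmmTMB with the same carer term to within 0.01. Of the 297 sites, 49 had raw means at least 25 points apart, and 146 had an unadjusted p under 0.05 in the fit without the natal group. With limma on the logit values 0 sites passed, with 76981 sites at an unadjusted p under 0.05. As a share of the sites tested this was itself under 0.05, no more than chance alone would give. The p of 13 called sites higher in groups and of 3 lower in groups was too small to be told from 0, so these sites tie for the smallest p. Ties were ordered by scaffold and position. The raw means of the first 5 sites higher in groups differed by 2.64 to 18.5 points. Those of the 3 tied sites lower in groups differed by -7.04 to -4.09 points. The next sites lower in groups were position 33364 of scaffold VYZT01039587.1 and position 540297 of scaffold VYZT01002716.1. Their raw means differed by 1.35 and -11.6 points, the former opposite in sign to its predicted difference of -37.5 points. The first site of each direction is described. Among sites higher in groups it lay at position 275371 of scaffold VYZT01005457.1. Its methylation was 92.4% ± 11.1 (SD, n = 12) in groups, at a median of 8 recovered reads, and 85.5% ± 13.3 (SD, n = 6) in pairs, at a median of 7.5 reads. Its model-predicted means were 28.5 points apart with the natal group and 9.36 points apart without it, where the adjusted p of the beta regression, from a Wald test and not an exact test, was 0.499. Among sites lower in groups it lay at position 25454 of scaffold VYZT01011795.1. There, methylation was 79.6% ± 12.0 (SD, n = 13) in groups and 83.7% ± 16.5 (SD, n = 7) in pairs, at medians of 8 and 7 reads. The difference between the predicted means was -29.4 points with the natal group and -5.03 points without it, where the adjusted p of the same Wald test, again not an exact test, was 0.909. At both sites the raw difference was smaller than the SD between nestlings.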

Among the 1 564 780 CpG sites tested in the analysis, a total of 1057 were differentially methylated between nestlings raised by just parents and those raised by groups (figure 3). 

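Of the 297 sites called with the natal group as random intercept, 255 (85.9%, 95% Wilson interval 81.4 to 89.4%) had higher predicted methylation in groups. The interval takes sites as independent. In 39 random splits of the nestlings into 19 and 9, fitted in the same way on 50000 random sites, 478 of 573 called sites (83.4%) were higher in the 19 nestlings, so a share above 50% is also found with shuffled carer labels. All 25 sites called without the natal group were higher in groups, against 1736 of 2216 (78.3%) in 59 random splits. At 16 of the 297 sites the raw means differed in the opposite direction to the predicted means. The share higher in groups was 71.2% when values of 0 and 1 were moved inside by 0.001, and 55.7% when they were moved inside by 0.0001. Over all sites, called or not, 55.6% had a higher raw mean in groups.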

Most sites (867; 82%) were hypermethylated in nestlings raised by groups compared with those raised by pairs. Although many of the DMSs were in intergenic regions (46%), 570 were associated with annotated genes; specifically, eight were found in the TSS, 34 in the promoter, 307 in the gene body, and 221 in the UTR, either upstream or downstream of the gene (supplementary material, figure S1 and table S2). Similarly to the total number of DMSs, the majority of the DMSs associated with genes (85%) were hypermethylated in chicks raised by groups compared with those raised by only two carers; this was true across all gene-associated locations (i.e. 88% of sites located in the TSS, 85% of those in the promoter, 85% of those in the gene body, and 85% of those in the UTR had higher levels of DNA methylation in nestlings raised by groups). 

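Among the 297 sites called with the natal group as random intercept, 0 windows of 2 kb held 3 or more called sites. The number was also 0 with windows of 500 bp and of 10 kb, and for the 25 sites called without the natal group. With the 25-point filter left out, 7983 sites passed the adjusted p of 0.01 and 77 windows of 2 kb held 3 or more of them. With a difference of at least 10 points the number of windows was 23, and with a difference of at least 25% of the pair mean it was 1. The windows were counted directly and not with dmrff.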

No DMRs (regions with three or more DMSs within a 2 kb window) associated with the number of carers were identified.

**Figure 3.**
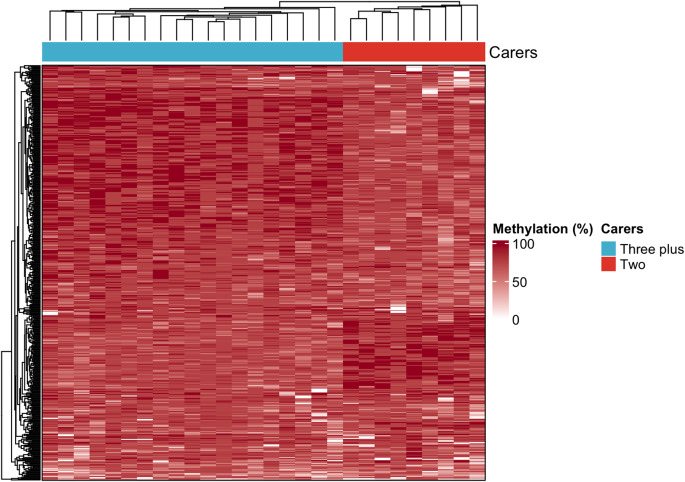
Hierarchical clustering of differentially methylated sites in chestnut-crowned babbler nestlings. Each row represents one of the top 500 sites that were significantly different between individuals with two carers (red) or groups (three plus carers; blue). The colour scale represents the percentage of DNA methylation, with higher DNA methylation indicated by a darker shade of red.

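The called sites were fewer than 500 here, so nestlings were clustered on all 297 sites called with the natal group as random intercept (Euclidean distance, missing values replaced by the site mean). With complete linkage the first split separated the 19 group nestlings from the 9 pair nestlings, with 0 on the wrong side. With average linkage 8 nestlings were on the wrong side, because 1 nestling split off alone. On the 500 sites with the smallest p of the fit without the natal group, complete and average linkage both left 0 nestlings on the wrong side. The same steps were run on 59 random splits of the nestlings into 19 and 9, with the 500 sites chosen anew for each split, and in 57 of these the first split followed the shuffled labels with 0 nestlings on the wrong side under complete linkage, and in 54 under average linkage.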

The 570 DMSs in regulatory locations mapped to a total of 487 genes, generally with only a single DMS per gene. Among the 28 genes with multiple DMSs, 27 had two associated DMSs and one had three. DMSs associated with the same gene were largely methylated in the same direction (i.e. were all more methylated in nestlings reared by groups or were all less methylated in nestlings reared by groups), but four genes contained sites that were methylated in opposite directions. GO term analysis revealed 18 terms that were significantly over-represented, with an FDR of 0.05, including those related to protein binding, development, cell communication and signalling, and response to internal and external stimuli (table 1), indicating that differences in carer numbers may be particularly important for these pathways in developing nestlings. In addition, several DMSs were found to be associated with genes important for growth and metabolism (e.g. *GHSR, HK2, LRP6, PYGL* and *SREBF1*), genes associated with regulating or promoting sociality (e.g. *AVPR1b, SLC4A4* and *NPY*), and genes associated with the stress response or communicating environmental stressors to the phenotype (e.g. *HSD11b1l, MAP2K4, MBD3* and *TET1*; figure 4; supplementary material, table S2).

**Table 1.** Over-represented GO terms (i.e. those with an FDR-adjusted *p*-value < 0.05) in the DMSs in regulatory regions (i.e. transcriptional start sites, promoters, gene bodies, and untranslated regions) influenced by carer number experienced by nestlings before fledging.

GO term ID	FDR adjusted *p*	GO term name	description
**molecular function GO terms**			
GO:0005515	1.41E-04	protein binding	proteins attaching to other proteins to enable cell communication and regulation
GO:0004725	1.5E-4	protein tyrosine phosphatase activity	important for regulating cell growth and proliferation and metabolic homeostasis
GO:0005244	3.8E-2	voltage-gated monoatomic ion channel activity	important for action potentials in neurons and muscle cells
**biological process GO terms**			
GO:0048731	1.1E-9	system development	growing and shaping tissues and organs during development
GO:0034330	3.02E-6	cell junction organization	important for cell-to-cell and cell-to-environment communication
GO:0007155	1.69E-4	cell adhesion	important for cell-to-cell communication and growth
GO:0023051	1.34E-3	regulation of signalling	determines how cells respond to internal and external cues
GO:0010646	1.49E-3	regulation of cell communication	involved in cell-to-cell and cell-to-environment communication
GO:0098976	1.89E-3	excitatory chemical synaptic transmission	synaptic transmission resulting in an excitatory postsynaptic potential
GO:2000794	5.45E-3	regulation of epithelial cell proliferation involved in lung morphogenesis	promoting cell growth in lung epithelial cells
GO:0051716	0.02	cellular response to stimulus	processes that respond to stimuli that induce a change in state or activity of a cell
GO:0007166	0.03	cell surface receptor signalling pathway	induced by binding of extracellular ligands to receptors on the cell surface
**cellular component GO terms**			
GO:0030054	1.47E-6	cell junction	connections between cells important for cell-to-cell communication
GO:0045121	1.04E-4	membrane raft	act as a platform to organize signalling molecules and receptors
GO:0005737	3.42E-4	cytoplasm	important for functions occurring in the cytoplasm, including energy production and translation
GO:0098588	9.74E-3	bounding membrane of organelle	membrane bound proteins in organelles like mitochondria
GO:1990351	0.01	transporter complex	facilitates molecular transport among cells, promoting cell-to-cell communication
GO:0043005	0.05	neuron projection	induces neural plasticity and connections

**Figure 4.**
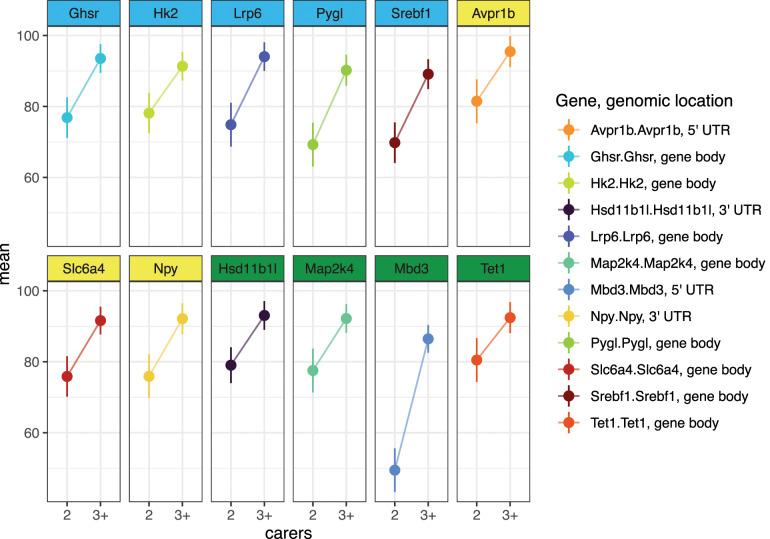
Differentially methylated sites in genes important for metabolism and growth (blue headings), for the regulation and promotion of sociality (yellow headings), and for the regulation of the stress response (green headings). DNA methylation is given as the average ± standard error in nestlings reared by two adults versus groups (three plus (3+)). Point colours represent the genomic location, given as the closest gene, the regulatory body (i.e. gene body or 3′ untranslated region (UTR)), and the number of bases away from the transcriptional start site. DNA methylation was generally higher in nestlings reared by groups, but not at every site.

## 4. Discussion

We present, to our knowledge, one of the first studies to examine the effect of having additional carers on genome-wide levels of DNA methylation in a cooperatively breeding vertebrate. First, we found that nestlings reared by groups (i.e. parents plus additional carers) were visited more often than those reared by pairs, owing to the greater number of provisioners present to do so. Given that the vast majority of visits reflect provisioning events [40] and that visitation rates are positively associated with the biomass of food delivered per hour [27], nestlings reared by groups probably receive more food than those reared by pairs. Although there was no effect on nestling mass, previous work has shown that nestlings reared in groups are less likely to die from starvation [25]. Thus, it is likely that nestlings reared by groups are able to allocate energy to other predictors of survival, rather than mass per se, such as immune function [60] or feather growth [61], which may lead to earlier fledging. Second, nestlings reared in groups had higher overall DNA methylation; furthermore, we identified differential DNA methylation at 570 CpG sites related to annotated genes, including some important for metabolism and growth, the regulation and promotion of sociality, and the ability to cope with environmental stressors. These results suggest that information about the nutritional and social environment experienced during early development influences molecular marks on the genome, with potential implications for future phenotypes.

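Mean DNA methylation per nestling was computed over the 7729 sites with a value in all 28 nestlings. It was 75.8% ± 0.613 (SD, n = 19) in groups and 75.2% ± 1.54 (SD, n = 9) in pairs. The difference of 0.672 percentage points was larger than the SD in groups and smaller than the SD in pairs. It did not pass a test of the difference in means (two-sided permutation test, p = 0.108), which takes the spread as alike in both classes. Pair nestling 79676 was the lowest of the 28, at 72.6%, with the other pair nestlings at 73.7 to 77.6%. The difference was not computed without this nestling. Over all sites of each nestling the difference was 0.759 points (two-sided permutation test, p = 0.32), and with natal group means permuted it was 0.556 points (two-sided permutation test, p = 0.255). Weighting by recovered reads, an alternative chosen after seeing the data, gave a difference of 1.12 points (two-sided permutation test, p = 0.00917). Nestling 79676 was again the lowest, at 65.6%, with the other pair nestlings at 68.1 to 71.1%. How far this difference rests on that nestling was not tested. Using only values with at least 14 recovered reads, as deviations from the site mean and also chosen after seeing the data, gave a difference of 0.218 points (two-sided permutation test, p = 0.591). This was over another set of 14956 sites, so it cannot be set directly against the 0.672 points. Over the nestlings' own sites, mean methylation fell with the mean number of recovered reads per value (Pearson's r = -0.807, Spearman's rho = -0.907, permutation p = 1e-05 for each, the smallest these permutations can give). The mean number of reads was 9.64 ± 1.89 (SD, n = 19) in groups and 10.2 ± 1.61 (SD, n = 9) in pairs (two-sided permutation test, p = 0.458). In group nestling 79687 no value rested on fewer than 10 reads, against a lowest number of 5 in the other nestlings. It was the lowest of the 28 over its own sites, at 80.8%, with 12.7 reads per value. The difference over all sites, this relation and the comparison of reads were not computed without nestling 79687.

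**Figure D1:**
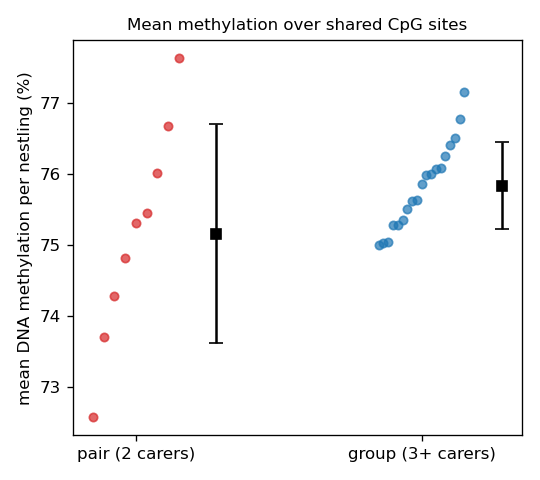
Mean DNA methylation (%) of each nestling over the CpG sites with a value in all 28 nestlings, for nestlings raised by pairs and by groups. Points are nestlings and squares with bars are means ± SD, 75.2% ± 1.54 in pairs and 75.8% ± 0.613 in groups.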

The specific effect of DNA methylation is often dependent on the genomic location in which it is found and can even be specific to each CpG. For instance, DNA methylation of a CpG site in the promoter region of a gene, particularly the transcriptional start site, is generally considered to be inhibitory of transcription factor binding [62–64]; however, some transcription factors preferentially bind to methylated binding sites [65] or even require DNA methylation to bind [66,67]. Furthermore, in the gene body, DNA methylation has several functions, including the ability to control alternative promoters [68], determine alternative splicing [69], or suppress transposable element expression [64]. Finally, methylation in either the 3′ or 5′ UTR can also regulate gene expression, although the mechanisms are less well understood [70]. Although assessing the full phenotypic impacts of the DMSs identified here is difficult, the key message is that differential nutritional and social environments during development are related to predictable differences in DNA methylation, including at sites relevant to genes related not only to growth and metabolism but also those responsible for regulating and promoting sociality, coping with stressors, and cell communication. Taken together, these findings suggest that helpers in cooperative breeding systems have a greater effect on offspring outcomes than just a straightforward nutritional benefit. Using both nutritional and social information gained during development, nest-bound chicks are likely to gain information about their future environment, including resource availability, social structure, and competition. Thus, understanding how developmental environments shape molecular markers that may drive future phenotypic consequences is important for advancing our understanding of how cooperative care may influence offspring beyond the simple short-term benefits of added nutrition.

In this study, we assessed DNA methylation in red blood cells. Some of the genes identified here with DMSs are neurotransmitters whose mode of action and expression are focused in the brain; thus, the epigenetic patterns derived using blood samples might not be representative of those patterns found elsewhere in the body [71,72]. However, significant relationships between DNA methylation in blood and the brain have been identified in wild birds [73]. Furthermore, the use of non-lethal samples offers a mechanism to enhance eco-epigenetic studies by allowing repeated sampling over time, particularly during important developmental windows when genomes might be expected to be more reactive to changes in the environment. Finally, using less invasive sampling methods allows the impact of developmental DNA methylation on later phenotypic trajectories to be assessed. Importantly, meaningful relationships between DNA methylation in blood samples and both environmental and phenotypic variation have been identified in other species (primarily humans, where blood samples are generally the only option). For instance, increased levels of parental care in humans are related to decreased DNA methylation of *OXTR* and *BDNF* extracted from blood samples [22]. A recent study in house sparrows (*Passer domesticus*) revealed differentially methylated sites in the promoters of stress-regulating genes (e.g. *NR3C1, NR3C2, HSD11B1)* in the blood related to early life and intergenerational stress [74]. These studies suggest that using blood samples to measure DNA methylation patterns is a reliable means of identifying salient relationships with environmental variability, even when genes primarily expressed in the brain are used; however, the results need to be interpreted with this in mind, and future research might consider validating these findings across tissues.

Additional nutritional resources are often considered to be the main benefit of carers in cooperatively breeding species and have been demonstrated to have significant short-term effects on the growth and survival of offspring [4,5]. In other, noncooperative species, differential resource availability directly affects DNA methylation [50,75]. For example, in yellow baboons (*Papio cynocephalus*), variation in access to food induces genome-wide differential methylation patterns that persist even after individuals disperse into areas with more food [75]. Here, confirming previous work [29], we show that nestlings reared by groups receive more visits to the nest; given that visits are equivalent to provisioning [40], we also know that nestlings reared by groups receive more food compared to those raised with pairs. In line with that, we also found evidence of differential DNA methylation in the genome in areas related to differences in the nutritional environment. First, the GO term analysis revealed multiple areas of over-representation, including at least two directly related to development and growth (protein tyrosine phosphatase activity and system development). Second, multiple DMSs were identified in regions associated with growth and metabolic regulation, including those that regulate hunger signals (e.g. *GHSR*) and those that regulate glucose metabolism (e.g. *HK2, LRP6,* and *PYGL*) and fatty acid synthesis (e.g. *SREBF1*). However, neither final mass nor mass gain differed between the two groups, suggesting that, unlike in other species [2,4], additional helping in chestnut-crowned babblers may not influence nestling mass. This is not necessarily contrary to the differential methylation results we reported for genes related to metabolism and growth. Rather, the fact that multiple sites throughout the regulatory regions of genes related to metabolism and growth were differentially methylated suggests that nestlings reared by groups probably respond to metabolic and growth demands differently than those reared by just their parents; just as there are multiple ways to skin a cat, there are multiple ways to achieve a competitive size at fledging, and these are probably regulated through epigenetic mechanisms. Although nestlings reared in larger groups are brought more food throughout the nestling period, physiological shifts in metabolic performance might increase the efficiency of nestlings reared in pairs [76]. It is unclear whether physiological shifts in metabolic function are detrimental to nestlings in either the short or long term, as has been demonstrated in other species [77]. Additionally, we do not know how consistent differences in DNA methylation are in chestnut-crowned babbler nestlings across life stages and whether early-life determination of life-time metabolic and growth strategies via DNA methylation is adaptive (but see [75]). Taken together, these correlative results highlight the need to better understand the relationship between methylation at particular sites and specific changes in phenotypic function.

In addition to added nutrition, carers provide information regarding the expected social environment postfledging. Unlike the nutritional impacts of additional carers, which are largely linear [26,27], the social influence of an increasing number of helpers is largely unknown; however, we hypothesize that the increases in social learning, memory, and prosocial behaviour necessary to cope with larger groups are not linear. In particular, the transition from parental care alone to the presence of at least one helper may require a qualitatively different phenotype, whereas the addition of subsequent helpers may represent a comparatively minor extension of an already established social framework. Here, we found DMSs in regulatory areas associated with genes that are expected to be important for regulating and promoting sociality and coping with stressors. For instance, one of the most studied neuropeptides that regulates sociality among model organisms is arginine vasopressin, which, in conjunction with its receptors, plays a pivotal role in the regulation of complex social behaviour, regulating variation in parental care, pair bonding, social memory, and social aggression [78–80]. In other species, reduced expression of *AVPRB* in the brain leads to reductions in competition, territoriality, and recognition abilities [81,82]; furthermore, studies have suggested a role for *AVPRB* in the regulation of the HPA pathway [83]. Further evidence of the effect of the developmental social environment on social behaviour in nestling chestnut-crowned babblers comes from the differential methylation of a CpG site associated with the serotonin receptor (*SLC6A4*) and neuropeptide Y (*NPY*), both of which regulate social behaviour by increasing prosocial and cooperative behaviour and reducing aggression in other species [84,85]. Additionally, we identified a DMS in the regulatory region of *HSD11b1l*, an enzyme responsible for regulating the availability of physiologically relevant glucocorticoids [86], which are important in directing an individual's physiological and behavioural response to environmental stressors [87].

Finally, for nestlings to respond appropriately to any environment, including the social rearing environment, they must be able to receive and respond to cues from their environment, and then cells must be able to communicate those cues to other cells to generate an organismal response. Interestingly, of the 18 GO terms that were over-represented in our data, at least 13 were related to the cellular response to external stimuli and cell-to-cell communication. Furthermore, DMSs were detected throughout the regulatory regions of genes important for epigenetic regulation, such as *MDB3* and *TET1*. Epigenetic regulators perceive and respond to changes in the environment to promote molecular, physiological, and behavioural changes to cope with perturbations as they arise, thus acting as a mechanism to respond to changes in the environment [88]. *MAP2K4* is also critical for the response to external stressors and the regulation of stress response pathways such as oxidative stress, heat shock, and disease. Together, these findings indicate that differences in the social environment lead to differences in the methylation of genes involved in pathways that underlie environmental signal detection, signal transduction and cell-to-cell communication, all of which underlie differences in phenotypic plasticity, providing a potential mechanistic link between the early-life social environment and organismal response.

Notably, the patterns we describe here are the result of a correlative study. The implications of the conclusions we draw are somewhat dependent on three things. First, we assume that the differences we observe are related to the developmental social environment and not a different environmental trait. Although it is possible that other environmental variables drive the differences we observed, most of a nestling chestnut-crowned babbler's environment is driven by social group size from food delivery [26–28] to the consistency of brooding temperature [89]. Second, we assume that the differences we report are a result of the social environment during the nestling period; however, an alternative possibility is that they arise from prehatching. Even if this were true, it is likely that any such effect would also be socially mediated. For example, in the cooperative breeding of superb fairy wrens (*Malurus cyaneus*), the nutritional content of mothers varies as a function of helper number [90]. In addition, in chestnut-crowned babblers, mothers incubate more in groups than in pairs, leading to more constant egg temperatures during development [89]. However, by using a cross-fostering design and keeping the eggs in consistent common-garden incubation environments (i.e. incubators), any effect of the prehatching period should be minimal. Third, the impact of the results we report here might be dependent on their persistence through time. Although the persistence of differential DNA methylation patterns into adulthood in chestnut-crowned babblers is currently unknown, it is improbable that all the DNA methylation differences we observed would remain established throughout life; equally, however, it is also improbable that all the differences would erase on fledging. Theoretically, DNA methylation should occur when the rearing environment forecasts future environments [91–93]. Indeed, individuals reared by larger groups, by definition, will always have more kin than those raised by pairs, which has implications for nepotistic benefits [36] and opportunities for helping versus breeding in the future [30].

## 5. Conclusion

The results of this study point to a mechanism by which carers directly influence offspring in cooperative breeders, potentially to prepare offspring for the future environment which they will ultimately experience postfledging. Given the accumulating evidence that conditions experienced during development are crucial in inducing stable phenotypes via epigenetic modifications [20,94], it might be expected that the differences in DNA methylation observed here lead to predictable phenotypic changes. Furthermore, if DNA methylation in response to differences in the social environment is priming individuals to best suit future environments, we might expect these changes (both molecular and phenotypic) to be permanent. Two key aims for future studies should be to determine the stability of such epigenetic signals established early in life and their lasting phenotypic effect, to determine whether the patterns we detected here are causal drivers of variation in carers during development or are simply correlated with these environments. Although the manipulations required to determine a causal effect are difficult in wild animals, future work may consider adult removal to manipulate carer number. A simpler alternative might be to manipulate carer : offspring ratios through brood size manipulations, which are known to induce effects on DNA methylation [95–97], although previous research in this system suggests that the effect of an increased brood is not necessarily proportional to the effect of reduced carers provisioning at the nest [28].

At the individual level, the developmental social environment affects how individuals interact with their environments and dictates variations in behaviours ranging from exploration to anti-predatory behaviours, to foraging success; in cooperatively breeding species, these impacts of early-life social environments might even dictate an individual's likelihood of cooperating later in life [98]. The results here provide a first step in understanding the molecular mechanisms through which early-life social environments influence the molecular markers that are likely to play a role in determining downstream phenotypes. As climates rapidly change, populations facing environmental stressors, such as those experienced in harsh, arid environments, may require a high degree of flexibility to cope and survive. Such levels of flexibility may be facilitated in social animals via communication shared through developmental social environments. The developmental social environment is likely to be a key yet largely overlooked factor that shapes rather than limits the potential for phenotypic plasticity through DNA methylation.

## Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

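Blood of 28 chestnut-crowned babbler nestlings, 19 raised by groups and 9 raised by pairs, was sequenced after enzymatic conversion. The authors trimmed the reads with HTStream, mapped them with Bismark to the chestnut-crowned babbler genome, collapsed both strands, and filtered sites on coverage, on presence in 60% of the nestlings of each carer class and on variation. The deposited percent values are methylated reads over all reads per CpG site and nestling, not normalized between nestlings. The deposited counts of methylated and unmethylated reads were filled in for 1 nestling. The deposited variance per site equalled the variance of the percentages, and the lowest SD of a site was 7.41 percentage points. A further 3 columns of values per nestling were not used.

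The deposited coverage was tested against the percentages. In 27 nestlings each value resolved, within a tolerance of 1e-06, to whole numbers of methylated and unmethylated reads if coverage was the sum of 2 times the methylated reads, where that product was 10 or more, and of the unmethylated reads, where they were 10 or more. In the nestling with reads filled in, coverage equalled methylated plus unmethylated reads at 100% of sites, and the rule resolved 7.17% of the values below 100%, against 7.47% with coverage shuffled. Totals of recovered reads ranged from 5266843 to 19539803 per nestling in groups (median 10902191) and from 8021028 to 17617440 in pairs (median 11838855). The lowest number of reads behind a value was 5. This reading of the coverage was chosen after seeing the data. Recovered reads were used in alternatives of the site fit and of mean methylation, in the comparison of reads between carer classes, in the correlations of depth with mean methylation, in the test on values with at least 14 reads, in the simulated reads and in the reads given for named sites.

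Each site was fitted by maximum likelihood with a beta regression (logit link) on carer class and age, with values moved inside 0 and 1 by (y(n-1)+0.5)/n. The design fixed before the data were examined called for brood as a random intercept and cross-fostering status as a covariate, as far as the values per nestling gave them. Cross-fostering status was not used. The natal group code was entered as the random intercept in place of brood, by Laplace approximation, before any result had been seen, although it has 19 codes against 22 broods in the paper and 1 code occurs in both carer classes. That fit called 297 sites and the planned fit without the natal group 25. Reporting the fit without the natal group first was considered after both numbers were known and was not done. A site was called at an adjusted p of at most 0.01 (Benjamini-Hochberg) and a difference of at least 25 percentage points between model-predicted means. The fit failed at 4923 sites, which were left out of the adjustment.

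The fits were compared with glmmTMB 1.1.9. The carer term was within 0.01 at 297 of 300 random sites and at all 297 called sites. Of 300 random sites where the fit failed, glmmTMB reported convergence at 137 and 4 of these passed the main p-value limit and the 25-point filter. On simulated values for 100000 sites with 1000 changed sites, both fits called 47.3% of the changed sites. On values made from simulated reads, the fit with the natal group called 32.2% of the changed sites and the fit without it 31.6%. The changed sites were drawn only from sites of lower mean methylation. All were raised in groups by the same amount on the logit scale (median fitted carer term 2.06 with the natal group on the simulated values). These shares therefore do not hold for sites of high methylation, for smaller changes or for sites lower in groups.

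Besides the fit described, 28 settings of the site fit were run, of which 15 were set before the data were examined and 13 were chosen after. Each kind of site fit tried on the real data is among them. Quasi-binomial regression and (reads + 0.5)/(reads + 1) were planned on deposited reads and were run on recovered reads. Mean methylation was compared between carer classes with two-sided permutation tests of 100000 resamples. Sites named in the text were chosen by a rule fixed before the data were examined, the 5 called sites with the smallest p in each direction, with ties ordered by scaffold and position, of which the first of each is described. Other splits of the nestlings into 19 and 9 were refitted, with the real split included in each number, 60 on all sites without the natal group and 40 on 50000 random sites with it. On 300000 random sites, 6 natal groups of 2 nestlings were left out in turn. Positions are as the authors gave them. Gene names, locations relative to genes and gene ontology were not analysed here because they need a genome annotation. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and R 4.3.3 with limma 3.58.1.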

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

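The number of differentially methylated sites, 297 with the natal group as random intercept, moved by over 1.5 times in most settings. Of the settings fixed before the data were examined, it was 25 without the natal group, 24 with the likelihood ratio in place of the Wald test, 0 with limma, 61 with raw means 25 points apart, 1094 with a difference of 25% of the pair mean, 5370 with 10 points, 7983 without an effect filter, 161 with 1 nestling per natal group, 1 over the 7729 sites with a value in all nestlings and 0 at a coverage minimum of 20. The last 2 tested too few sites (7729 and 13638) to say anything about stability. It stayed within 1.5 times with carers alone (226), with values of 0 and 1 moved inside by 0.001 (205) or 0.0001 (348), at an FDR of 0.05 (381) and without sites that look like sequence variants (297). The rule for such sites needed the value of every nestling to lie near no, intermediate or full methylation. Only 82 sites met it, so this setting could hardly change the number and says nothing about sequence variants among the called sites.

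The following were chosen after seeing the data. The number was 49 without both nestlings of the natal group found in both carer classes, 181 with the precision at most 1000, 240 with 0.5 added to recovered reads and 0 with at least 14 recovered reads (14949 sites tested). Without the natal group it was 84 and 315 with values of 0 and 1 moved inside by 0.001 and 0.0001, 1 at 10 or more recovered reads, 0 at 12, 14 and 16, 0 at a coverage minimum of 20, 24 without nestling 79687 and 0 with quasi-binomial regression, where 44535 sites had an unadjusted p under 0.05. The settings with a minimum of recovered reads or of coverage tested 10556 to 39491 sites, too few to expect many calls, so their numbers of 0 and 1 say nothing about stability. The causes were not tested except for that natal group. The 44535 sites with quasi-binomial regression were a share under 0.05 of the sites tested, no more than chance alone would give.

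The share higher in groups, 85.9%, was 100% without the natal group, over sites with a value in all nestlings, without the natal group at 10 recovered reads and without nestling 79687. It was 71.2% and 55.7% with values limited to 0.001 and to 0.0001, 61.9% and 52.4% with the same limits without the natal group, 95.1% with raw means, 73.0% with 10 points, 63.5% without an effect filter and 91.3% with 1 nestling per natal group. The shares over sites with a value in all nestlings and at 10 recovered reads rest on 1 site each. A share above 50% is no evidence of a carer effect, since 37 of 39 random splits with the natal group, and 52 of 59 without it, also had over 50% of their called sites higher in the 19 nestlings.

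Lambda, 1.17, was 1.08 with carers alone, 1.01 with limma, 1.14 with the likelihood ratio, 1.11 over sites with a value in all nestlings, 1.22 at a coverage minimum of 20 and 1.29 with 1 nestling per natal group. Among settings chosen after seeing the data it was 1.31 and 1.44 without the natal group at limits of 0.001 and 0.0001, 1.23 and 1.20 at 10 and 12 recovered reads, 1.13 at 16, 1.23 at a coverage minimum of 20, 1.20 with 0.5 added to reads and 0.941 with quasi-binomial regression.

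The difference in mean methylation, 0.672 points, kept its sign in each of its alternatives and passed a p of 0.05 only when weighted by recovered reads, at 1.12 points. It was smallest, at 0.218 points (permutation p = 0.591), with values of at least 14 recovered reads. Both were chosen after seeing the data. The latter was over 14956 sites and not the 7729 behind the 0.672 points. Averaged per site, the difference over those 14956 sites was 0.348 points with all values and 0.378 points with the read limit. The smaller size therefore cannot be put down to the read limit. None of these alternatives left out a single nestling. Pair nestling 79676 was the lowest of all nestlings over shared sites (72.6%) and when weighted by recovered reads (65.6%). It was also lowest with values of at least 14 recovered reads (-2.49 points from the site mean). Whether the sign and size hold without this nestling was therefore not tested. The number of windows of 2 kb with 3 or more called sites, 0 with the natal group and the 25-point filter, was 77 without an effect filter, 23 with 10 points and 1 with a difference of 25% of the pair mean. It was also 1 without the natal group with values limited to 0.0001, a setting chosen after seeing the data. Clustering on the 297 sites left 8 nestlings on the wrong side with average linkage, where the smaller cluster was 1 nestling. Among the 10 named sites, each lost its call without the natal group and with limma, and position 33364 of scaffold VYZT01039587.1, at -37.5 points, reversed to 3.29 and 2.01 points. No paired analysis was possible because only 1 natal group, with 2 nestlings, occurs in both carer classes. The planned settings that need gene positions were not run. With a median of 7 to 13 recovered reads per value, a single read moves a percentage by several points, which limits each site.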

Differences from the paper's values

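The paper reports 1057 differentially methylated sites, and 297 were called here with the natal group as random intercept and 25 without it. Of the 15 alternatives set before the data were examined, a difference of at least 25% of the pair mean, in place of 25 percentage points, gave 1094 sites, within 1.5 times of the paper's number, and the others did not. The paper gives 867 sites higher in groups, and 255 were found here with the natal group and 25 without it. The same alternative gave 951, and no other came within 1.5 times. It is the setting under which the values lie near the paper's, and the paper's text describes the filter as a difference in model-predicted means of at least 25%. Here the 25% was taken of the raw pair mean and not of a model-predicted mean. The called sites were not compared with the paper's, so near counts do not show which filter the paper used. The paper's share of 82% and lambda of 1.29 were 85.9% and 1.17 here with the natal group, and 100% and 1.17 without it. Lambda was 1.29 with 1 nestling per natal group. The paper reports no differentially methylated regions. The number of windows with 3 or more called sites was 0 here and 1 with a difference of at least 25% of the pair mean.

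The paper states a sequencing depth of 30, and the median over nestlings of the median recovered reads per value was 9 here. These are different quantities, since the first describes the sequencing and the second the reads behind the deposited percentages, and no alternative applies. The paper's methods remove sites under a coverage of 10, while 22.3 to 87.4% of the values of 27 nestlings resolved to fewer than 10 reads.

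The paper states that nestlings reared in groups had higher overall DNA methylation. The difference here had that sign, at 0.672 points, and did not pass a permutation test (p = 0.108).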

Other observations

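Of the tests below, the comparison of depth with mean methylation and, in other splits, the numbers of sites past the p limit and the shares of called sites were chosen after their results were seen. The other predictions were written before their results, although the natal-group fit itself had been looked at first and the tests on reads rest on a reading of the coverage chosen from these data.

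Chance could not be excluded for the number of called sites. With the natal group, on 50000 random sites and at the p-value limit of the full fit, the real split gave 6 calls and 39 other splits of the nestlings gave 6 to 32 (median 14). All 40 splits had at least as many as the real one. Without the natal group, on all sites, the real split gave 25 calls and 59 others 10 to 141 (median 36), and 48 of 60 had at least as many. The share of sites with higher predicted methylation in the 19 nestlings was 56.7% for the real split and 39.0 to 61.9% for the others, with 7 of 60 splits as uneven.

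Among called sites, the share higher in the 19 nestlings was also high in other splits. With the natal group, on the 50000 sites, it was 100% for the real split (6 of 6 sites) and 50 to 100% for the others (median 81.8%). A share as far from the median of the splits was found in 8 of 40 splits, and 13 of the 39 others reached the 85.9% of the fit to all sites. Without the natal group it was 100% for the real split (25 of 25 sites) and 20.9 to 99.3% for the others (median 82.8%), and a share as far from the median of the splits was found in 15 of 60. Chance could not be excluded for either share. Measured from 50%, which is not the share expected with shuffled labels, 4 of 40 and 1 of 60 splits were as far, the real one included.

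The number of sites past the p limit with no effect filter came out differently in the 2 fits. Without the natal group it was 1219 for the real split and 543 to 1373 (median 811) for the others. At least as many were found in 2 of 60 splits, a share under 0.05. Among the first 40 of these splits the number as large was also 2, a share not under 0.05. With the natal group, on the 50000 sites, it was 232 for the real split and 135 to 692 (median 456) for the others, 38 of 40 splits had at least as many, and chance could not be excluded. The real split parted 1 natal group, and the others parted 0 to 7 without the natal group in the fit and 1 to 6 with it, so the splits are not alike in that respect. Of the 59 other splits, 2 parted no more natal groups than the real one, with 881 and 828 sites past the limit. Splits alike in this respect are too few to reach a share of 0.05. Chance was therefore not excluded for the number without the natal group. With the natal group in the fit, 2 of the 39 other splits parted no more than the real one. These had 135 and 313 sites past the limit, below and above the 232 of the real split. They are too few to decide on chance either. Chance, a carer effect at single sites and an effect shared by nestlings of a natal group all stay open. Limma and quasi-binomial regression left 0 sites past the limit, with 76981 and 44535 sites at an unadjusted p under 0.05. Both numbers were shares under 0.05 of the sites tested, no more than chance alone would give.

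The calls made with the natal group may rest in large part on 1 natal group. Most natal groups have 1 nestling, and only this one holds nestlings of both carer classes. Without its 2 nestlings the number of calls fell from 297 to 49, of which 18 were among the 297. On 300000 random sites it fell from 54 to 12. On the same sites, 5 other natal groups of 2 nestlings were left out in turn, and the number was 72 without BFD, 56 without EFH, 62 without NFI, 84 without OFQ and 107 without SFO, a median of 133.3% of the calls with all nestlings, so a fall in calls with any loss of 2 nestlings is argued against. With 1 nestling per natal group, where no natal group has nestlings of both carer classes, 161 sites were called, of which 12 were among the 297, so calls are also made where this natal group spans 1 carer class, at mostly different sites. The precision of the beta distribution was above 1000 at 116 of the 297 called sites. A further candidate explanation is that the fit makes such calls with no carer effect. Of the sites simulated with no carer and no natal group effect, 0.0182% were called at the same p-value limit, against 0.019% of the real sites. On values made from simulated reads 0.0525% of such sites were called. The simulated precision was taken from fits to the real values, was capped far below 1000 and is not exact. The first simulated set also held no values of exactly 100%, which made up 30.2% of the real values. Its near match of 0.0182% and 0.019% therefore compares unlike settings. These tests concern the natal group code and not the brood identity of the paper.

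Over their own sites, mean methylation was lower in nestlings with more reads (Pearson's r = -0.807, and -0.896 without the 2 nestlings farthest from the median depth). Nestling 79687, the lowest over its own sites and the only one with no value under 10 reads, was not among those 2. Over sites with a value in all 28 nestlings r was -0.202 (permutation p = 0.3, adjusted p = 0.3 over 2 relations), while Spearman's rho was -0.423 (permutation p = 0.0253) and r without the same 2 nestlings -0.428. Within groups alone r over these sites was -0.6, and within pairs 0.237. The relation was weaker over shared sites but not gone, so whether it comes from the set of sites and values that passes the read filter cannot be told apart here from another difference between nestlings. No biological explanation was tested.

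Loss of values of low methylation at low depth was weighed for the higher raw means in groups. If coverage is read as above, a value with 14 or more reads always passes the filter. On the 14956 sites with enough such values, the difference between groups and pairs was 0.348 points with all values and 0.378 points with only those values, 108.6% of its size, so it did not shrink as predicted. These sites kept 89.3% of their values and had a smaller difference than the 0.819 points over all sites, so for the rest of the sites this explanation cannot be told apart from a carer effect.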
